A study of Rattus norvegicus with 2 samples. Its data were reported in "CircPan3 Promotes the Ghrelin System and Chondrocyte Autophagy by Sponging miR-667-5p During Rat Osteoarthritis Pathogenesis" (2021).

How the data were processed

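RNA sequencing was carried out on primary rat articular chondrocytes, the cells of joint cartilage, taken from the knee joints of young rats and used within a few passages. Chondrocytes given interleukin-1β (IL-1β, an inflammatory cytokine used to model osteoarthritis in culture) at 10 ng/ml for 24 h were compared with untreated chondrocytes, the normal control (NC). Per the labels, RNA from 3 independent experiments was mixed before library construction, so each group is represented by 1 library and the spread between experiments cannot be measured. Ribosomal RNA was depleted before library preparation and sequencing on an Illumina instrument, and the authors aligned clean reads to the rat genome with Bowtie2. The genome build, the gene annotation, the counting tool and its use of strand were not stated. No genomic coordinates are therefore given, and genes are named as the tables name them. The circular RNA data of the study were not analysed here.

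The authors deposited RPKM values (mapped reads of a gene divided by its length in kilobases and by the size of the library), 1 table per library, with 12022 rows in the same gene order. Per the file headers no other unit was given. RPKM divides out sequencing depth and gene length, so a low value carries no direct trace of how few reads lie behind it. A value of exactly 0.001 stood in the tables wherever no read was implied, and it was treated as 0 here. Every gene was above 0.001 in at least 1 library. In 22 rows the gene name had been turned into a calendar date by spreadsheet software, and 1 of these names occurred in 2 rows. These rows were kept but not named. Symbols in the tables matched a current symbol or synonym in a rat gene table (RefSeq, assembly GRCr8) for 11848 rows (98.6%), and that table was used for names only.

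Sequencing depth was recovered from the deposited RPKM values after the tables had been examined. The values carry up to 9 decimals, and the ratio of the 2 libraries took the same value, 1.35, in 222 genes, as happens when a gene has equal reads in both. The pair of whole-number library totals that gave whole-number gene lengths to the most genes was then searched for. It was 9748951 mapped reads for the library labelled NC and 7212434 for the library labelled IL-1β, which gave whole lengths to 101 of 150 genes used. With these totals the values of 12020 of 12022 rows (99.98%) came out as whole reads at a whole gene length. In a control set of 548 genes with low values, 100% came out whole with these totals at lengths up to 20000 bases, and 0% did when both totals were made slightly larger. The smallest reads and length that fit were kept, so where reads and length share a common factor the reads are too low by that factor. On simulated RPKM values for 11746 genes both totals were recovered exactly, reads were exact for 84.2% of genes, and reads were exact or divided by a common factor for 100%. Tests and intervals based on recovered reads are for that reason cautious. They cover counting error only, not variation between experiments, and reads without molecular identifiers are not independent molecules.

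The planned design tested read counts. As the tables hold RPKM, the fallback written before the data were examined was used, which applies the study's log2 ratio threshold of 0.59 without a P-value. The log2 ratio was log2((RPKM in the library labelled IL-1β + 0.1) / (RPKM in the library labelled NC + 0.1)), which understates the change of low genes. The form written for counts, with 1 added read, was run on recovered reads as an alternative added after the tables had been examined. As an added setting, recovered reads were compared by a two-sided Fisher's exact test per gene against the library totals, with Benjamini-Hochberg adjustment over 12022 genes. Such a test compares these 2 libraries and not the conditions. For each log2 ratio a 95% interval from counting error was taken from the exact Clopper-Pearson interval of the share of reads in each library. The smallest level the depth can show was set at 3 reads, which is 0.308 RPM (reads scaled to library size) in the library labelled NC and 0.416 RPM in the library labelled IL-1β. The simulation drew reads with counting error only and held 200 genes changed by 3-fold, all chosen among genes with many expected reads. Fisher's exact test at P of 0.05 or less with the log2 ratio threshold then called 100% of changed and 1.14% of unchanged genes. After adjustment it called 99.5% of changed genes and 2 unchanged genes. The 2 libraries vary by more than counting error and hold many genes with few reads, so these rates do not carry over to them.

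Gene lists were written by hand from general knowledge before the data were examined, because no pathway database was used here. The text of the study and parts of its supplementary tables had been read by then. For each list the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. The percentile describes these 2 libraries and is not a P-value, since genes are not replicates. The counting error of each median (1.96 times its SD) came from 200 Poisson resamplings of the recovered reads. In all, 13 lists were examined, 6 of them in the main comparisons.

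Genes were named by a rule fixed in advance: a panel of 15 genes that the study measured by other methods or that give rise to its circular RNAs, the 6 largest rises and the 6 largest falls past the threshold among genes with a mean of at least 5 RPKM, and the 3 members of each list with the largest absolute log2 ratio at the same minimum. Genes named outside this rule are marked. Alternatives covered the scaling (trimmed mean of log ratios, median of ratios, leaving out the 20 genes with most reads), the pseudocount (1 RPKM, or 0.1, 1 or 5 added reads), filters on low genes, a stricter threshold of 1, thinning of the deeper library, and tests on recovered reads (Fisher, Audic-Claverie, and a conditional negative binomial exact test with an assumed coefficient of variation of 0.1 or 0.4, written for this purpose). The trimmed mean and the median of ratios were computed directly on RPKM. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.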

Results

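Gene expression was profiled in 2 libraries of rat chondrocytes, 1 labelled NC and 1 labelled IL-1β, each made from RNA pooled over 3 experiments. There were no replicate libraries, so no difference below has a replicate check, and errors are counting errors from recovered reads. The library labelled NC held 9748951 mapped reads and the library labelled IL-1β held 7212434, a 1.35-fold difference in depth. The median gene had 152 recovered reads in the library labelled NC and 115 in the library labelled IL-1β. Of 12022 genes, 11650 were detected in the library labelled NC and 11482 in the library labelled IL-1β. Both libraries detected 11110 genes, while 540 were detected only in the deeper library labelled NC and 372 only in the library labelled IL-1β. The 20 genes with most reads took 24.6% of recovered reads in the library labelled NC and 24.7% in the library labelled IL-1β.

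The treatment label was examined first, through genes that IL-1β and NF-κB signalling are generally known to induce. Of 46 listed inflammatory signalling genes, 35 had values. In the library labelled IL-1β, 25 of the 35 were lower and 10 were higher than in the library labelled NC. Their median log2 ratio was -0.26 ± 0.14 (counting error), at the 0.06 percentile of random lists matched on expression. Past the log2 ratio threshold, 12 members were lower and 3 were higher. With Fisher's exact test adjusted over all genes as a further condition, 6 were lower and 1 was higher. The alternative that moved the median most was thinning the deeper library to equal depth, which gave -0.17. The direction in this list is opposite to the one the label implies, and for this reason the libraries are named by their labels throughout.

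The 3 members of this list with the largest change at a mean of at least 5 RPKM were all lower in the library labelled IL-1β. Lcn2 (lipocalin 2) was 17.0 RPKM in the library labelled NC and 3.97 RPKM in the library labelled IL-1β, a log2 ratio of -2.07 (95% interval -2.78 to -1.48). Junb was 29.02 and 16.2 RPKM, a log2 ratio of -0.84 (-1.08 to -0.61). Cebpb was 53.1 and 34.6 RPKM, a log2 ratio of -0.62 (-0.80 to -0.43). Further members were chosen after their values were seen and lie at lower expression. The complement gene C3 fell from 2.59 to 0.273 RPKM, or from 128 to 10 recovered reads. The chemokine gene Cxcl1 fell from 5.72 to 1.04 RPKM, or from 52 to 7 reads. Nos2 (inducible nitric oxide synthase) had 20 reads in the library labelled NC and none in the library labelled IL-1β, which is 4.93-fold lower when the floor of 3 reads is used. The 95% interval of its log2 ratio, which includes counting error in both libraries, has its upper end at -1.87. Il6 had 6 reads and 1 read, and this difference was not detectable at this depth (Fisher's exact test P = 0.251, adjusted P = 0.565). Past the threshold in the other direction were Cxcl10 (2 and 7 reads), Tnfaip6 (3 and 8 reads) and Tlr3 (17 and 34 reads), with log2 ratios of 1.77, 1.49 and 1.28. Of these rises only Tlr3 passed Fisher's exact test after adjustment (adjusted P = 0.00857).

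The next comparison asked whether the cartilage, protease and autophagy markers that the study followed by RT-qPCR or western blotting differed between the libraries. Of the panel of 15 genes, 11 had values, and Ghrl (ghrelin), Ghsr, Pan3 and Scaper were not analysed here. None of the 11 genes passed the log2 ratio threshold of 0.59, and the largest absolute log2 ratio was 0.35. Col2a1 was the most abundant gene in both tables, at 12802 RPKM in the library labelled NC and 12559 RPKM in the library labelled IL-1β, a log2 ratio of -0.028 (95% interval -0.033 to -0.022). Acan was 1339 and 1546 RPKM, a log2 ratio of 0.21 (0.19 to 0.22). Mmp13 had 793 and 563 recovered reads, a log2 ratio of -0.059 (-0.22 to 0.098). Adamts5 was 12.4 and 11.1 RPKM, a log2 ratio of -0.16 (-0.41 to 0.090). The intervals of Mmp13 and Adamts5 include no difference. In the study MMP13, ADAMTS5, beclin 1 and LC3-II were followed as protein, which RNA values do not measure.

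Among autophagy markers, Becn1 (beclin 1) was 54.0 RPKM in the library labelled NC and 55.2 RPKM in the library labelled IL-1β, a log2 ratio of 0.031 (95% interval -0.10 to 0.16). Map1lc3b (an LC3 gene) was 124 and 158 RPKM, a log2 ratio of 0.35 (0.26 to 0.43). Map1lc3a was 89.6 and 85.9 RPKM, a log2 ratio of -0.061 (-0.33 to 0.21). The reference gene Gapdh was 1958 and 1785 RPKM, a log2 ratio of -0.13 (-0.16 to -0.10). The genes Sox6, Wdr33 and Zfpm1, which also give rise to circular RNAs followed in the study, had log2 ratios of 0.097, 0.13 and 0.23. All 3 intervals include 0, and these values do not separate linear from circular transcripts. Fisher's exact test on recovered reads separated the libraries for 4 panel genes (Col2a1, Acan, Gapdh and Map1lc3b) at an adjusted P of 0.05 or less, and the 4 calls were the same with adjustment over the panel and over all genes. These 4 differences are smaller than the threshold and have no replicate check.

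**Figure D1:**
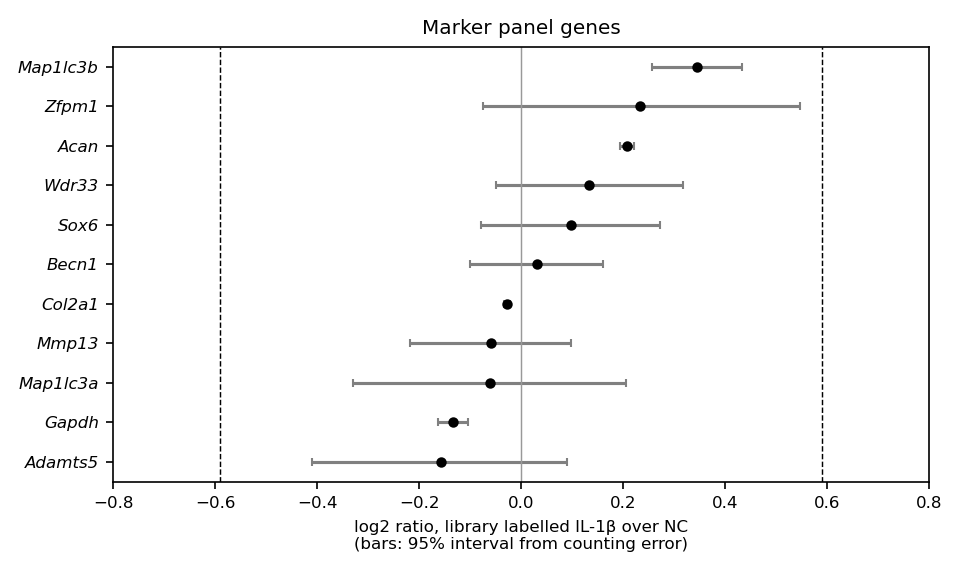
Log2 ratio of RPKM (library labelled IL-1β over library labelled NC, pseudocount 0.1) for the 11 marker panel genes with values; points are the 2-library ratios, bars are 95% intervals from counting error and dashed lines are the threshold of 0.59 in either direction. All 11 points lie between the dashed lines, from -0.16 for Adamts5 to 0.35 for Map1lc3b.

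Differences over all genes were then counted at the study's log2 ratio threshold. The 2 libraries were closely related across genes, with a Pearson correlation of 0.982 for log2(RPKM + 0.1), which is across genes that are not independent replicates. The median log2 ratio of all genes was 0.0095, and its SD across genes was 0.56. Past the threshold lay 2042 genes, 1002 higher and 1040 lower in the library labelled IL-1β. Of these, 687 had a mean of at least 10 recovered reads. With a filter at a mean of at least 5 RPKM, 162 of 7220 genes were past the threshold, 75 higher and 87 lower, and 97.8% of genes lay within it. With the added condition of P of 0.05 or less in Fisher's exact test on recovered reads, 588 genes passed, 331 higher and 257 lower. With Benjamini-Hochberg adjusted P of 0.05 or less, 294 genes passed, 170 higher and 124 lower. These tests count reads of 2 libraries, and no dispersion between experiments entered them. The alternative that moved the count most was a negative binomial exact test with an assumed coefficient of variation of 0.4, under which 0 genes passed after adjustment. With an assumed coefficient of variation of 0.1, 9 genes passed after adjustment. An assumed variation of 0.4 is larger than the variation measured between the libraries after counting error, from 6.98% to 11.2% per library across genes grouped by reads.

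**Figure D2:**
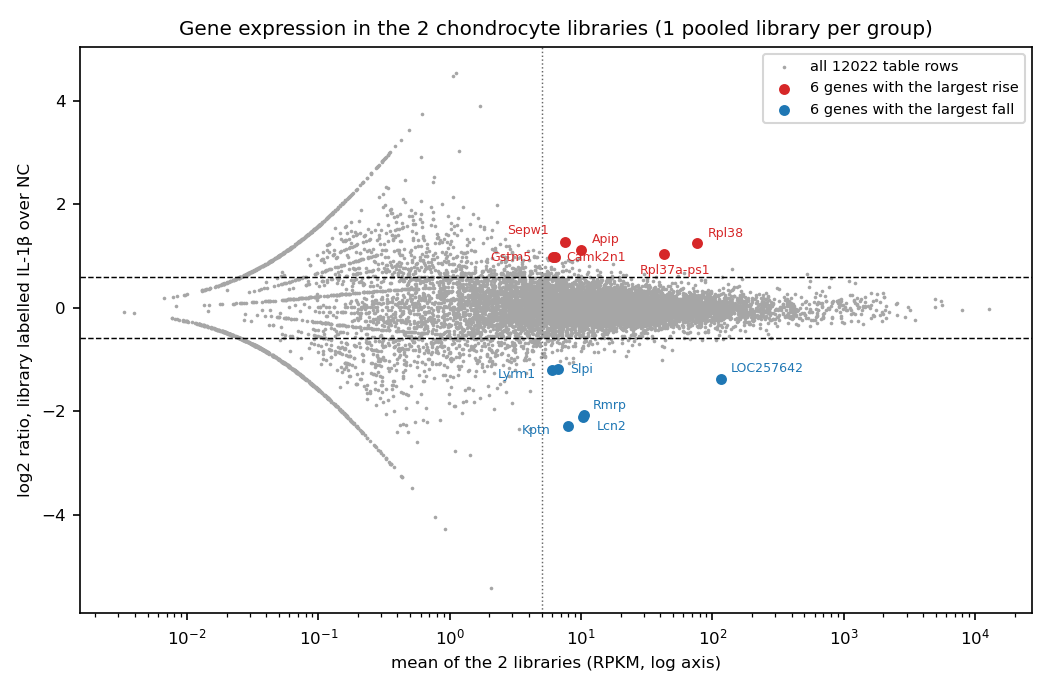
Log2 ratio of RPKM (library labelled IL-1β over library labelled NC, pseudocount 0.1) against the mean RPKM of the 2 libraries on a log axis, 1 grey point per table row; dashed lines mark the threshold of 0.59, the dotted line a mean of 5 RPKM, and coloured points the 6 largest rises and the 6 largest falls above that mean. The points narrow as expression rises, and the curved edges at low RPKM are genes detected in 1 library only.

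Among genes with a mean of at least 5 RPKM, the 6 largest rises in the library labelled IL-1β were Sepw1, Rpl38, Apip, Rpl37a-ps1, Gstm5 and Camk2n1, with log2 ratios from 0.97 to 1.26. Rpl38 rested on the most reads, 135 in the library labelled NC and 238 in the library labelled IL-1β, and rose from 45.4 to 108 RPKM (log2 ratio 1.25, 95% interval 0.94 to 1.57). Rpl38 and Rpl37a-ps1 belong to ribosomal protein families with many near-identical copies, so their counts are uncertain. Sepw1 rested on 10 and 18 recovered reads and Camk2n1 on 17 and 25, and neither passed Fisher's exact test after adjustment (adjusted P = 0.126 and 0.150).

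The 6 largest falls were Kptn, Rmrp, Lcn2, LOC257642, Lyrm1 and Slpi, with log2 ratios from -2.28 to -1.18. Kptn fell from 13.2 to 2.64 RPKM (log2 ratio -2.28, 95% interval -3.52 to -1.31). Rmrp, a non-coding RNA gene, fell from 16.8 to 3.78 RPKM on 42 and 7 reads. LOC257642 fell from 166 to 64.2 RPKM on 791 and 226 reads (log2 ratio -1.37, -1.59 to -1.16). All 6 passed Fisher's exact test after adjustment, with adjusted P from 2.86e-39 for LOC257642 to 0.0147 for Slpi. Rn45s, the 45S ribosomal RNA precursor, was chosen after its values were seen. It fell from 54.7 to 27.2 RPKM on 4632 and 1704 reads, a log2 ratio of -1.01 (95% interval -1.09 to -0.93). Ribosomal RNA had been depleted before library preparation, so these reads cannot be taken as a measure of Rn45s expression.

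Gene lists addressed the pathways that the study examined. The cartilage matrix list had 25 of 26 genes with values, of which 20 were higher and 5 lower in the library labelled IL-1β. Its median log2 ratio was 0.097 ± 0.032 (counting error), at the 99.1 percentile of matched random lists. The largest changes in this list at a mean of at least 5 RPKM were rises in Chad (3.82 to 7.33 RPKM, log2 ratio 0.92), Lect1 (457 to 654 RPKM, 0.52) and Mia (125 to 160 RPKM, 0.36). Only Chad among the 25 passed the threshold. The matrix protease list had 20 of 21 genes with values, 10 higher and 10 lower, and a median log2 ratio of 0.015 ± 0.12 at the 54.4 percentile. Its largest changes at a mean of at least 5 RPKM were Ctsk (log2 ratio 0.40), Mmp14 (-0.21) and Adamts1 (-0.18), none past the threshold. The autophagy list had 39 of 40 genes with values, 20 higher and 19 lower, and a median log2 ratio of 0.0018 ± 0.050 at the 44.1 percentile. Atg7 was the only autophagy gene past the threshold, falling from 8.93 to 5.05 RPKM (log2 ratio -0.81, 95% interval -1.21 to -0.45). Pik3c3 (0.38) and Wdr45 (0.36) followed in size at a mean of at least 5 RPKM.

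The Wnt signalling list had 36 of 45 genes with values and a median log2 ratio of -0.11 ± 0.13, at the 5.10 percentile. Past the threshold, 5 members were higher and 6 lower, of which 2 and 1 also passed Fisher's exact test after adjustment. At a mean of at least 5 RPKM, Wnt5b rose from 5.27 to 9.28 RPKM (log2 ratio 0.80, 95% interval 0.45 to 1.19), Fzd2 had a log2 ratio of -0.40 and Tcf7l2 of 0.29. With members at a mean of at least 5 RPKM only, the Wnt median was 0.037. The osteoclast differentiation list had 26 of 33 genes with values and a median log2 ratio of -0.10 ± 0.17, at the 6.76 percentile. Past the threshold, 7 members were lower and 1 was higher, of which 2 and 0 also passed Fisher's exact test after adjustment. At the same minimum, Junb (-0.84) and Socs3 (-0.69) were lower and Tgfbr1 (0.43) was higher. The Socs3 interval, from -1.45 to 0.0039, includes no difference. The medians of the protease, autophagy, Wnt and osteoclast lists lay within counting error of 0, while those of the inflammatory and cartilage lists did not.

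**Figure D3:**
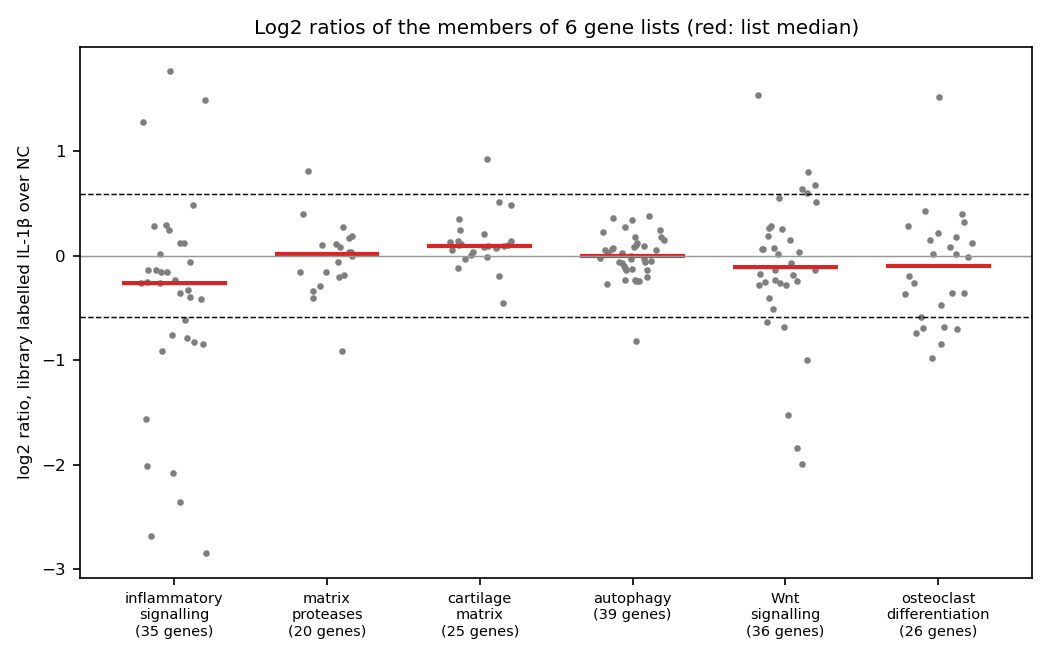
Log2 ratio of RPKM (library labelled IL-1β over library labelled NC, pseudocount 0.1) for the members of 6 gene lists, 1 point per gene, with the list median as a red bar and the threshold of 0.59 as dashed lines. The inflammatory signalling list has the lowest of the 6 medians, -0.26, with 25 of 35 points below 0, and the cartilage matrix list has a median of 0.097.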

Values the study reported

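The study reported 732 differentially expressed mRNAs in IL-1β-induced rat chondrocytes, of which 410 were upregulated and 322 downregulated, at a P-value of 0.05 or less and a log2 ratio of 0.59 or more. By RT-qPCR it reported lower Col2a1, Acan and ghrelin mRNA in chondrocytes given IL-1β for 24 h, and by western blotting lower protein of the same genes. Western blotting also gave higher MMP13 and ADAMTS5 protein and lower beclin 1 and LC3-II.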

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

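The alternatives were fixed before the data were examined, except those on recovered reads that involve a test, the mean of 5 RPKM, values without a pseudocount, 1 added read, reads added in proportion to depth and thinning of the list medians. No paired analysis was possible because each group has 1 library, and for the same reason no replicate was left out. The planned negative binomial test with an assumed variation was replaced by a conditional negative binomial exact test on recovered reads.

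The count of 2042 genes past the log2 ratio threshold (1002 higher, 1040 lower) depended strongly on how low genes were handled. With a pseudocount of 1 RPKM it was 426 (208 higher, 218 lower). With a mean of at least 1 RPKM it was 593 (300 higher, 293 lower), with a mean of at least 10 reads 687 (346 higher, 341 lower), and with a mean of at least 5 RPKM 162 (75 higher, 87 lower). At a log2 ratio of at least 1 it was 933 (461 higher, 472 lower). Scaling moved it little, between 2021 and 2040 genes under 3 other scalings, which moved the median log2 ratio of all genes by -0.014 to 0.00085. Thinning the deeper library gave 2078 genes, and 1755 of the original calls were shared.

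Adding 5 reads to each library gave 1417 genes, of which 1123 were higher and 294 lower, so 79.3% were higher against 49.1% in the main setting. Adding 1 read gave 1966 genes, of which 60.3% were higher. When the 5 reads were instead shared out in proportion to depth, the count was 1055 (511 higher, 544 lower), of which 48.4% were higher. The excess of rises therefore came from adding equal reads to libraries of unequal depth.

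Keeping lower values raised the count, to 2456 with 0.1 added read and 2458 without a pseudocount. Fisher's exact test on recovered reads without the log2 ratio threshold gave 2782 genes. Tests combined with the threshold lowered the count. Fisher's exact test gave 588 genes (331 higher, 257 lower) unadjusted and 294 (170 higher, 124 lower) after adjustment, and the Audic-Claverie test gave 558 (287 higher, 271 lower). These are cautious counts, since recovered reads are the smallest that fit. All of them take counting as the only error. With an assumed coefficient of variation of 0.1 between experiments, 9 genes passed after adjustment (2 higher, 7 lower) and 489 at an unadjusted P of 0.05 or less with the threshold, and with 0.4 the number was 0 (0 higher, 0 lower), with 57 genes at an unadjusted P of 0.05 or less. The number of calls therefore depends on the assumed variation. The variation left between the libraries after counting error, treatment included, was 6.98% to 11.2% per library by a robust SD over genes with at least 100 reads, so 0.4 is larger than the tables show for most such genes.

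No panel gene passed the log2 ratio threshold under the trimmed mean, the median of ratios, 5 added reads or a threshold of 1. With Fisher's exact test alone and no log2 ratio threshold, 4 panel genes passed, and with an assumed variation of 0.1 or 0.4 the number was 0 after adjustment. The median of the inflammatory signalling list stayed negative, between -0.27 and -0.17, in the alternatives run, and that of the cartilage matrix list stayed between 0.087 and 0.10. The Wnt list changed direction to 0.037 when only members with a mean of at least 5 RPKM were kept, and the cause was not tested. Medians of the protease, autophagy, Wnt and osteoclast lists also changed sign within their counting error under some alternatives, and the osteoclast list moved from the 6.76 percentile to the 43.0 percentile when members with a mean of at least 10 reads were kept. Percentiles of the protease, cartilage, autophagy and Wnt lists stayed within their counting error when random lists were also matched on gene length. So did those of the inflammatory (0.025) and osteoclast (7.37) lists, although under 80% of their listed genes had values.

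Among 56 named genes under 5 alternatives each, 274 comparisons kept their side of the threshold and, except Becn1 in the thinned library (-0.0086, within its interval), their direction. The other 6 kept direction but fell under the threshold: Socs3 and Il6 with 5 added reads, and Socs3, Il6, Tnfaip6 and Ddx3y with a pseudocount of 1. Depth limits genes with few reads most. The counting SD of the log2 ratio was 0.22 of a total spread of 0.31 for genes with 100 to 300 reads, and 0.040 of 0.15 for genes with at least 3000 reads.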

Other observations

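The tests of the inflammatory list against macrophage RNA and exchanged labels were chosen after the results they measure were seen. The other tests followed sight of the pattern they bear on but were written down before their own values were computed.

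The inflammatory signalling genes were lower in the library labelled IL-1β, with a median log2 ratio of -0.26, although IL-1β is expected to raise them. The explanations tested were depth, gene length, macrophage RNA and exchanged labels. A single random thinning of the library labelled NC to the depth of the other left the median at -0.17, so depth alone did not remove the fall. The move from -0.26 is within the counting error of 0.14, so a part from depth is neither shown nor excluded. Among random lists matched on expression and on 3 broad classes of recovered gene length, the list lay at the 0.025 percentile. All 35 genes with values entered this check. It argues against length differences between these classes as the source of their low median. Recovered lengths can be too short, and only 76.1% of the listed genes had a value, under the 80% required. A part from gene length therefore stays open. Macrophage RNA in the library labelled NC is a candidate source of such transcripts. Summed over 7 macrophage markers there were 40 reads in the library labelled NC and 27 in the library labelled IL-1β, a log2 ratio of -0.13 (95% interval -0.89 to 0.61), which is too few reads to decide for the list median. The intervals of Lcn2 (-2.78 to -1.48), C3 (-4.34 to -2.32) and Cxcl1 (-3.84 to -1.31) lie below it, so a loss of macrophage RNA of that size is not a full source of those falls. Exchanged labels would also predict lower matrix proteases and higher cartilage matrix genes in the library labelled IL-1β. The cartilage list lay at the 99.1 percentile, with 20 genes higher and 5 lower. Acan was among the higher genes (log2 ratio 0.21), but Col2a1 was slightly lower (-0.028, 95% interval -0.033 to -0.022). The protease list lay at the 54.4 percentile with a counting error range from 8.58 to 95.2, too wide to decide. Of its members, 10 were higher and 10 lower. Mmp13 (log2 ratio -0.059, 95% interval -0.22 to 0.098) and Adamts5 (-0.16, -0.41 to 0.090) showed no detectable fall, while Mmp14 (-0.21) and Adamts1 (-0.18) were lower. Mmp3, chosen after its values were seen, had 22 and 12 reads (log2 ratio -0.41, 95% interval -1.59 to 0.64), too few to decide. The pattern therefore cannot be told apart from exchanged labels or from differences between the pooled cultures. A part from depth, macrophage RNA or gene length cannot be excluded. Whether the library labelled IL-1β responded only weakly to IL-1β was not tested and also stays open. GC content was not tested. It remains a hypothesis that the label or the stimulation of these libraries deserves a check against the original RNA, for which C3, Lcn2, Cxcl1 and Nos2 would be informative.

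With an assumed coefficient of variation of 0.1, the 9 genes that passed after adjustment were Ccdc28b and Rpl38, higher in the library labelled IL-1β, and Pla2g2a, C3, Cxcl1, Kptn, Lcn2, LOC257642 and Rn45s, lower. Ccdc28b and Pla2g2a were singled out after their values were seen. Pla2g2a had 31 recovered reads in the library labelled NC and none in the library labelled IL-1β, at least 7.64-fold lower against the floor of 3 reads. Of the 7 lower genes, C3, Cxcl1 and Lcn2 are members of the inflammatory list. No explanation for the fall in Rn45s was tested, and its reads are those left after depletion of ribosomal RNA.

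The spread between the libraries was larger than Poisson counting gives. Over 7985 genes with at least 100 recovered reads in total, the ratio of chi-square to degrees of freedom was 5.66, where counting error alone gives 1. A version of this ratio based on the median gene was lower, 3.47. Without replicates this cannot tell a biological spread from a technical one. After counting error was removed, the remaining variation per library was 11.2% for genes with 100 to 300 reads and 6.98% for genes with at least 3000 reads. Treatment, culture, library preparation and PCR copies all enter this figure, and 1 library per group cannot part them.

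A tendency for short genes to be higher in the library labelled IL-1β was looked for because several short ribosomal protein genes rose, among them Rps27 (log2 ratio 0.66), Rps28 (0.57) and Rps29 (0.52), all chosen after their values were seen. Recovered lengths are the smallest that fit, so some longer genes stand among the short ones and the tests of length below cannot exclude a part from length. Without ribosomal protein genes, the median log2 ratio of the shortest 10% of genes minus that of the longest 10% was -0.096. The 76 such genes of 400 bases or less with a mean of at least 100 reads had a median log2 ratio -0.058 from that of all 6542 such genes. Neither value shows a rise of short genes. Longer genes were slightly higher in the library labelled IL-1β, with medians of -0.035 for the shortest 10% and 0.061 for the longest 10%. The Spearman correlation of recovered length and log2 ratio was 0.13 over these 6542 genes. The list of 48 ribosomal protein genes had a median log2 ratio of 0.091 ± 0.027 (0.080 under the trimmed mean scaling), with 34 genes higher and 14 lower. It lay at the 99.98 percentile of lists matched on expression and also of lists matched on expression and 3 broad length classes (99.98), a comparison too coarse to decide. Against lists of other genes closest in length, with a median length of 495 bases beside 499 for the ribosomal list but not matched on expression, it lay at the 99.95 percentile. Those closest matches had a median log2 ratio of -0.029, and the value of -0.058 for other genes of 400 bases or less had a counting error of 0.043. These values argue against a length bias that raises short genes as the source of the ribosomal rise. A part from length cannot be excluded, for the reason given. Reads shared with pseudogene copies were not tested and remain a possible explanation. Of the other lists, sterol synthesis genes had a median of -0.17 ± 0.061 (0.13 percentile, 15 of 21 genes lower). Cell cycle genes had a median of -0.088 ± 0.056 (2.19 percentile, 22 of 31 genes lower). Fibroblast-like genes (-0.046 ± 0.058, 20.1 percentile) and glycolysis genes (-0.038 ± 0.038, 26.6 percentile) lay nearer the middle of the random lists. Interferon response genes, with 18 of 27 genes analysed, went the other way from the inflammatory list, with a median of 0.26 ± 0.27 (95.4 percentile, 13 higher and 5 lower), which is within counting error of 0. The causes of these patterns remain open.

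The labels give the cells as male. Of 8 listed Y-linked genes Ddx3y was the one analysed here. It had 0.162 RPKM in the library labelled NC and 0.437 RPKM in the library labelled IL-1β. These values rest on 1 and 2 recovered reads, under the floor of 3 reads, so no difference can be read from them. The X-linked relative of Ddx3y, Ddx3x, was at 83.1 and 97.1 RPKM. Ddx3x was chosen after its values were seen. The sex of the pooled cells cannot be judged from 1 gene, and no explanation was tested.

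The number of genes past the log2 ratio threshold alone was 2042 here. That is higher than the number of differentially expressed mRNAs quoted from the study above, which also required a P-value. The numbers of genes higher and lower in the library labelled IL-1β were 1002 and 1040 here. Both are higher than the values quoted from the study above. With Fisher's exact test at an unadjusted P of 0.05 or less added to the threshold, the number here was 588, of which 331 were higher and 257 lower. These are lower than the values quoted from the study above.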
